A study of Mus musculus with 8 samples. Its data were reported in "Genetic disruption of the baculum compromises the ability of male mice to copulate" (2025).

How the data were processed

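AR ChIP-seq peak lists were analysed from the penis of P6 mice (2 libraries), P13 mice (1 library) and P2 rats (1 library). Groups and replicate numbers were taken from the labels of the series. The input libraries have no list of their own and entered only through the authors' peak calling. According to the submitters' processing notes and the paper's methods, reads were aligned with Bowtie2 2.4.5, uniquely aligned reads with few mismatches were kept, and narrow peaks were called with MACS2 2.7.1 for each ChIP library against its input. HOMER was the authors' motif tool and was not used here.

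In each deposited list, the score is 10 times the -log10 q of the peak, cut to a whole number by the authors' peak caller. The deposited fold enrichment is the authors' MACS2 value at the summit, the ChIP signal over the background that MACS2 estimated with the input library. That background need not equal the input signal at the summit, so a fold is not a ratio of ChIP to input at that site. The authors' -log10 p (neg_log10_p) gives the p-value of each summit against local background, and a second deposited column gives the -log10 q after adjustment within the library. The last deposited column gives the summit's position from the start of the peak. These units were checked on the values of each list. The lists hold no read counts or totals, so no normalization was applied, and no error can be attached to a single fold beyond the pair of P6 values.

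The build was checked against chromosome lengths. Both P6 lists fit GRCm38. The P13 list, labelled mm10, holds 26 peaks beyond the GRCm38 ends of 5 chromosomes and names contigs of an earlier kind of mouse assembly, and which assembly it is was not settled. The rat list is labelled mm10 but names rat chromosomes and contigs. The planned P13 gene assignment, gene lists, sequence search, location and overlap with P6, and the planned rat comparison, were therefore left out, and positions were not converted. Peaks on unplaced or unlocalised contigs were counted, kept in the overlap and merging of the P6 replicates, and otherwise left out.

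Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, R 4.3.3 with mgcv 1.9.3, and matplotlib 3.10.9 for figures. Annotation was GENCODE M21 on GRCm38.p6. Entries with the same interval and several summits were joined into an interval that took the values of its strongest summit. P6 intervals of both replicates that overlapped by at least 1 bp were merged, and merged regions with a peak of each replicate formed the main P6 set. Random expectation came from 1000 placements on the same chromosomes outside assembly gaps. Each region was assigned to the nearest TSS of a protein-coding gene, with no distance limit. Location was read at the summit against protein-coding genes, with promoters within 1 kb of a TSS. For named regions, exon and intron numbers refer to the longest protein-coding transcript.

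Gene lists (20, with 19 to 62 members annotated) were written from textbook knowledge before the data were examined. The main tests, the rule for named genes and most alternatives were written with them. The tests of pairs of lists were not among those. For each list, a logistic model across 21839 genes related holding at least 1 P6 region to list membership with a smooth of log10 locus length. This follows a form of test that the R package chipenrich fits. The paper names that package for its enrichment test but does not state the model. P-values were adjusted by Benjamini-Hochberg over the 20 lists. Pairs of lists were compared in the same kind of model and adjusted over 14 pairs. The models treat genes as units, so they describe 1 peak set and do not measure variation between animals. Lists share some members, among them 17 of the 45 osteoblast genes.

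The palindrome AGAACANNNTGTTCT was searched within 50 bp of each P6 summit and in windows 1000 bp to both sides, allowing 2 mismatches at its fixed bases, with an exact two-sided McNemar test and exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only. All 2080 6-mers, counted with their reverse complements, were compared between summits and flanks by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment. Unlike the McNemar test, these treated all windows as independent and left out the pairing of a summit with its own flanks.

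The list model was tested on simulated data built from the real locus lengths. It recovered 8 of 10 lists planted with an odds ratio of 3 and called 0 of 10 unchanged lists, whereas without the length term 7 unchanged lists were called. The palindrome search recovered 500 of 500 planted sites and matched 8 of 2000 random windows.

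Genes named in the text were fixed by rule. They are the genes the study names, the first 10 genes met in the order of P6 region fold (the lower fold of the replicates), the 10 genes with the most P6 regions, the 4 members with the strongest regions in each list that passed, and up to 2 such members in other lists. Region counts under alternatives were followed for the genes this rule allows and for up to 4 such members of every list, 100 of which had a region. Gm12728 is named by that rule and host genes such as Supt3 appear only as locations. Regions of P13 and rat were named by position in the same order of fold. Alternatives were a stricter threshold (-log10 q of at least 5), other overlap rules, the union of replicates, each replicate alone, distance and score limits on gene assignment, no length term, random lists matched on length, other mismatch limits, windows and backgrounds for the palindrome, and wider or broader definitions of promoters.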

Results

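Binding of the androgen receptor (AR) was profiled by chromatin immunoprecipitation and sequencing (ChIP-seq) in the developing penis of mice at postnatal days 6 (P6) and 13 (P13) and of rats at postnatal day 2 (P2). AR is a nuclear receptor that binds DNA when it holds testosterone or dihydrotestosterone. The series holds 2 AR ChIP libraries from P6 mice, 1 from P13 mice and 1 from P2 rats, each with an input library made from the same kind of chromatin without antibody. The study asked whether AR binds near genes of bone and cartilage formation while the baculum, the bone of the penis, develops. The deposited files list peaks, the intervals where the authors' peak caller found more reads in a ChIP library than in its input. They give no read totals, so no peak count was scaled by depth. Fold enrichment is always the authors' value at a peak's summit over the background their peak caller estimated with the input. It serves here to describe and rank peaks and to set the P6 replicates side by side. It is not used to test ages or species against each other. The paper describes the 2 P6 libraries as biological replicates, and both of their values are given for each P6 region. The paper speaks of replicates for P13 mice and P2 rats as well, but the series holds a single AR ChIP list for each.

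AR peaks were found on every autosome and on the X chromosome in all 4 libraries. P6 replicate 1 held 14214 peaks and P6 replicate 2 held 12786, while the P13 mouse library held 3893 and the P2 rat library 19633. Median fold enrichment was 7.31 and 6.93 in the P6 replicates, 6.14 at P13 and 6.87 in the rat. Strongly enriched peaks, with a fold of at least 20, made up 6.54% and 4.44% of the P6 lists, 6.03% of the rat list and 0.873% of the P13 list. The highest fold was 64.6 and 56.2 in the P6 replicates, 44.5 at P13 and 58.9 in the rat. Peaks on the X chromosome made up 1.65% and 1.59% of the P6 lists, 1.13% of the P13 list and 1.41% of the rat list. Each peak is a summit, so an interval with several summits counts more than once, and the lists hold 13591, 12182, 3658 and 18009 separate intervals in the same order. With 1 library at P13 and 1 in the rat, and with no scaling by depth, the differences between ages and species in these counts were not tested. At a stricter threshold (a -log10 q of at least 5) the P13 list fell to 2377 peaks, 61.1% of its length, while the P6 lists kept 87.3% and 83.5%.

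The P6 replicates shared nearly all of their strongly enriched AR peaks and fewer of their weak ones. Overlap was counted over the separate intervals, which are called peaks in this comparison. Of the replicate 1 peaks in the highest quartile of fold enrichment, 99.6% were overlapped by a replicate 2 peak, compared with 42.1% in the lowest quartile. Of the replicate 2 peaks, 99.7% of the highest quartile and 57.0% of the lowest quartile were overlapped by a replicate 1 peak. Across whole lists, 72.0% of replicate 1 peaks (9779 of 13591 intervals) and 80.7% of replicate 2 peaks (9829 of 12182) were overlapped by at least 1 bp. Random placement of the replicate 2 peaks on the same chromosomes gave a mean overlap of 0.192% and at most 0.339% in 1000 placements. Merging both lists gave 15900 regions, of which 9735 held a peak of both replicates. The other 3812 regions were found in replicate 1 only and 2353 in replicate 2 only. Across the shared regions, which are not independent replicates, fold enrichment in the 2 libraries had a Spearman rho of 0.724. The log2 ratio of replicate 1 over replicate 2 had a median of 0.16 and an SD of 0.47 across regions. The 9729 shared regions on assembled chromosomes are called P6 regions below, and all positions are in GRCm38 (mm10).

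**Figure D1:**
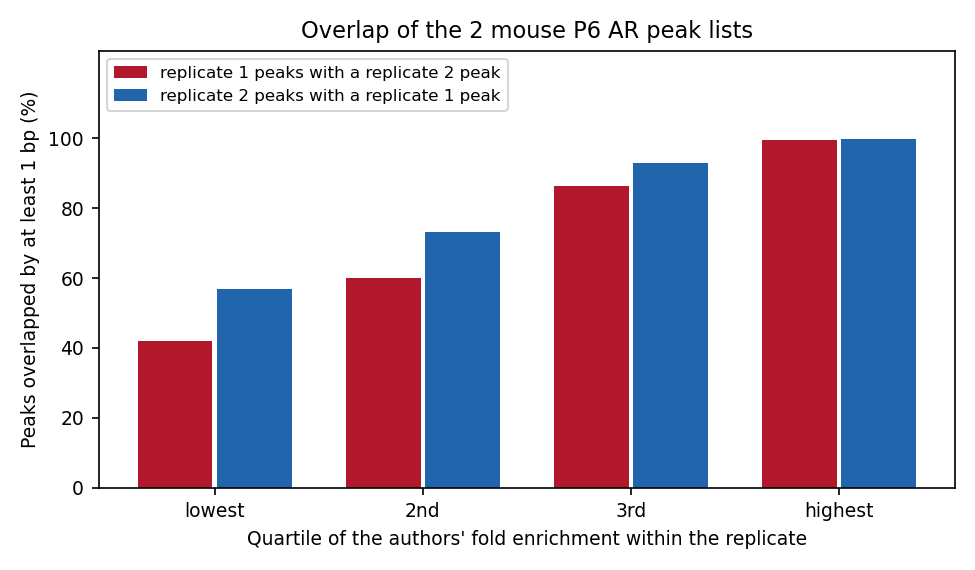
Share of P6 peaks (vertical axis, percent) overlapped by at least 1 bp by a peak of the other replicate, by quartile of the authors' fold enrichment within each replicate (horizontal axis). Peaks are counted as separate intervals. Red bars are replicate 1 peaks and blue bars replicate 2 peaks, and the shares run from 42.1% and 57.0% in the lowest quartile to 99.6% and 99.7% in the highest.

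The P6 regions of highest fold enrichment lay near genes of several kinds, among them textbook targets of steroid receptors. The first by rank, with a fold of 55.0 in replicate 1 and 56.2 in replicate 2, lay in intron 1 of Zfand3, a zinc finger gene (chromosome 17, 30008584 to 30009074). Next came a region 116 kb from the nearest start of Usp24, a deubiquitinating enzyme (chromosome 4, 106199818 to 106200254), with folds of 64.6 and 53.3. A region 31.0 kb from Klhl2, an adaptor of cullin ubiquitin ligases (chromosome 8, 64880830 to 64881266), had 62.6 and 52.9. Trmt9b, a putative tRNA methyltransferase, held one over its coding exon 6 (chromosome 8, 36511484 to 36512148) with 57.7 and 50.5. Zbtb16, a zinc finger repressor induced by steroid hormones and needed for limb patterning, held a pair of these regions in intron 3. They were at 48737328 to 48737833 (61.4 and 50.4) and at 48723474 to 48724013 (49.2 and 52.9) on chromosome 9. Ptprg, a receptor tyrosine phosphatase, held one in intron 5 (chromosome 14, 12059094 to 12059505) with 49.8 and 55.8. Fkbp5, a co-chaperone of steroid receptors and the positive control locus of the study, held one in intron 8 (chromosome 17, 28419829 to 28420610) with 49.7 and 54.6. The remaining genes of the first 10 were Setmar (48.5 and 54.7), Sesn1 (46.9 and 50.4) and Lhfpl3 (49.6 and 46.7). Introns are counted in each gene's longest protein-coding transcript.

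A minority of genes were nearest to an AR region at P6, and some of them gathered many. Of 21853 protein-coding genes, 4243 (19.4%) had their transcription start site (TSS) nearest to at least 1 P6 region. Of these, 2225 had 1 region, 2018 had 2 or more and 84 had 10 or more. Pik3r1, a regulatory subunit of PI3 kinase, had the most at 26 regions, followed by the predicted gene Gm12728 with 23. Auts2, a developmental gene linked to polycomb complexes, and Rad51b, a gene of homologous recombination, had 21 each. Fggy, a carbohydrate kinase, had 19, and the atypical cadherin Fat4 and the hedgehog co-receptor Gas1 had 18 each. The zinc finger repressor Zbtb20 had 17, and the transcription factor Klf6 and the planar polarity gene Prickle1 had 16 each. All 15 regions nearest to Fkbp5 lay within 50 kb of one of its start sites, while only 6 of the 26 at Pik3r1 did. These counts varied with locus length, and 49.3% of genes in the quartile with the longest loci had a region compared with 2.45% in the quartile with the shortest. The count of genes depends on the assignment rule. It fell to 1199 when regions beyond the 75% quantile of distance or under the 25% quantile of score were dropped and at least 2 regions per gene were required.

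Several regulators of skeletal cells named by the study were nearest to AR regions at P6, many of them more than 50 kb from a start, while Col2a1, Sp7 and the posterior Hoxd genes had none. Sox9, the master regulator of chondrocytes, had 6 regions, the strongest of them 171 kb from its start (chromosome 11, 112611224 to 112611511, folds 21.1 and 20.4). Runx2, the master regulator of osteoblasts, had 5. Its strongest region (chromosome 17, 44598092 to 44598451, with folds of 17.5 and 11.3) lay inside the annotated gene but outside its longest coding transcript, and the other 4 lay in introns of the neighbouring gene Supt3. Sox6, which acts with Sox9 in cartilage, had 3 regions, led by one with folds of 21.1 and 19.0, and Msx2, a homeobox gene of skull and limb, had 4, led by 8.11 and 11.7. Alx4, another homeobox gene of limb and skull, had 3 regions (strongest 15.4 and 13.9). Col2a1, the main collagen of cartilage, Sp7, a transcription factor of osteoblasts, and Alx1 were nearest to no P6 region. Gli3, a transcription factor of hedgehog signalling, had 6 regions with folds up to 29.4 and 30.4 at the strongest. Fgf10, a growth factor of limb and genital outgrowth, had 8 (strongest 16.8 and 12.8). The T-box genes Tbx5, Tbx4 and Tbx15 had 5, 2 and 1, and the hindlimb gene Pitx1 had 2. Hoxd11, Hoxd12 and Hoxd13, which pattern limb and genital tubercle, had 0. Of the TGF-beta ligands, Tgfb2 had 4 regions (strongest 20.4 and 18.6) and Tgfb1 and Tgfb3 had 0, and the receptor Tgfbr1 had 1 in its intron 1 (9.75 and 7.70). Aspn, a small proteoglycan of cartilage, had 3 and Lox, which crosslinks collagen, had 2. The Ar gene itself had 1 region in its intron 1 (chromosome X, 98207289 to 98207429, with folds of 6.09 and 6.93). Stra8, a meiotic gene and the negative control locus of the study, had 0. Some counts were higher when the peaks of 1 replicate were used alone, where a count cannot be lower because all shared regions are included. Sox9 had 10 regions and Tbx15 had 2 with replicate 2 alone, and with replicate 1 alone Sox6 had 5, Msx2 8, Tgfb2 7, Tbx4 4, Lox 4 and Tbx15 2. Within 50 kb of a start, Sox9, Runx2, Sox6, Tbx4, Tbx15, Pitx1 and Ar had 0 regions too, and Msx2, Gli3 and Tgfb2 had 1 each. The study picked some of these genes with these libraries in hand, so their counts are not independent evidence, and a count of 0 speaks only of the nearest-start rule. Nor do these counts allow for locus length. The loci of Sox9, Sox6 and Runx2 span 1250, 810.9 and 619.1 kb, and those of Col2a1 and Sp7 61.66 and 27.92 kb. Hoxd11, Hoxd12 and Hoxd13 have 8.456, 7.006 and 7.728 kb. Against that order, Alx4 (71.97 kb) and Aspn (38.85 kb) had 3 regions each and Alx1 (266.2 kb) had 0.

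**Figure D2:**
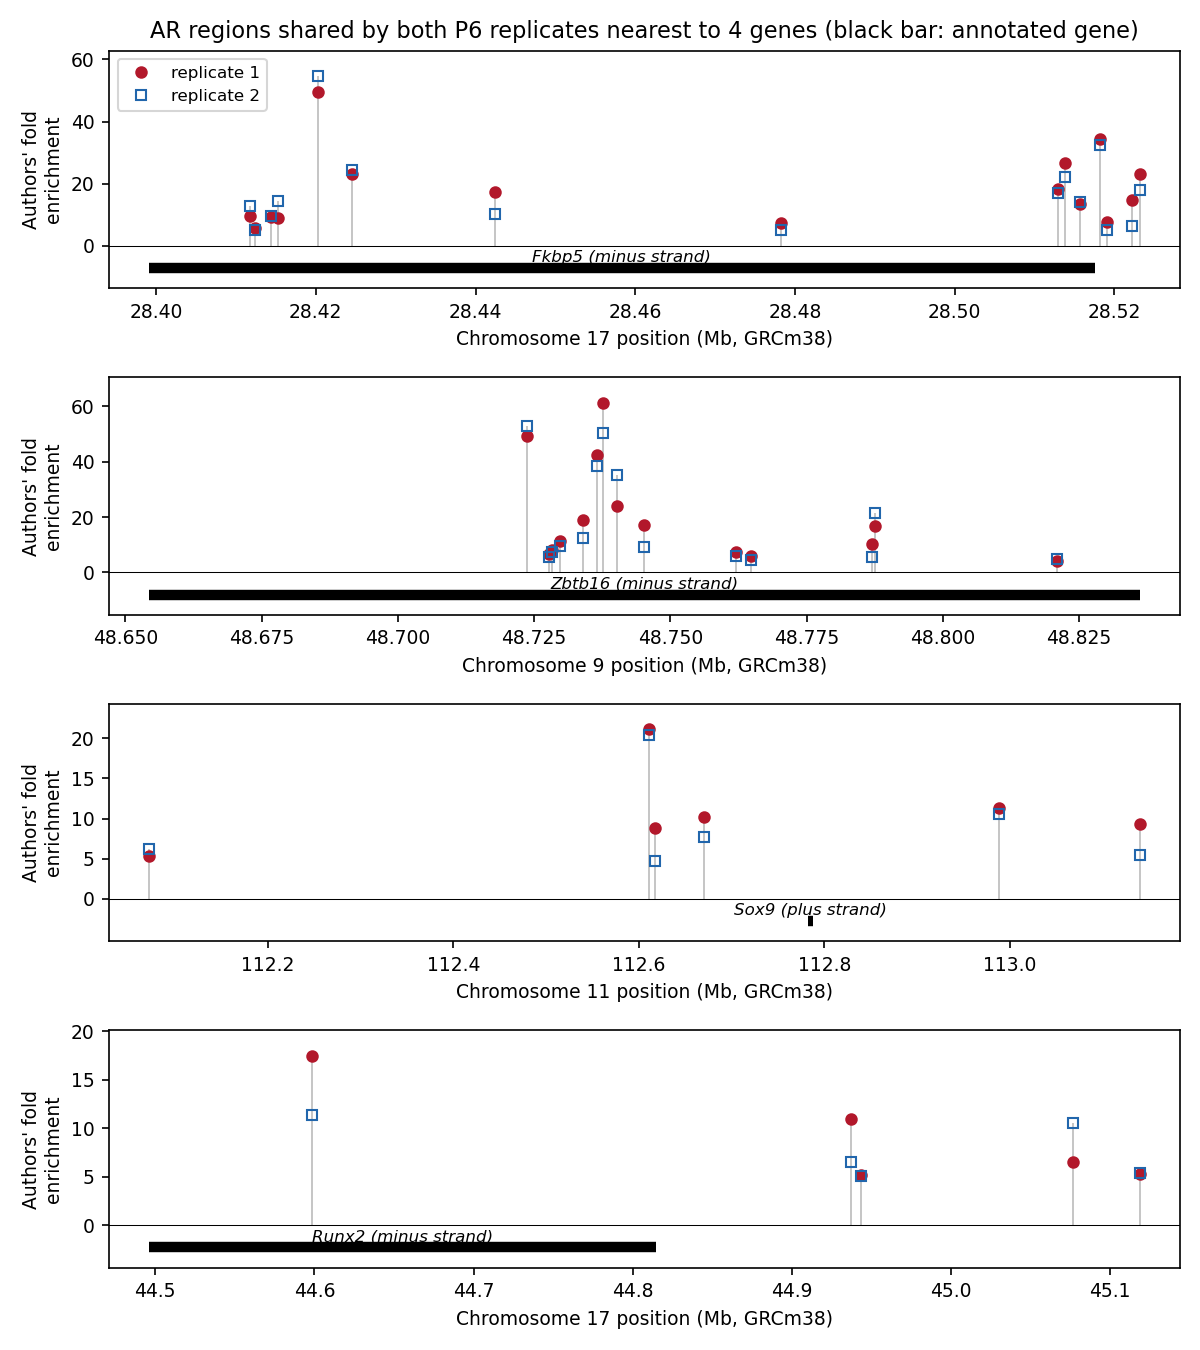
P6 regions nearest to Fkbp5, Zbtb16, Sox9 and Runx2, with position on the chromosome (horizontal axis, Mb, GRCm38) and the authors' fold enrichment (vertical axis). Red circles are replicate 1, blue squares replicate 2, and black bars the annotated genes. Regions crowd within the Fkbp5 and Zbtb16 genes with folds up to 54.6 and 61.4, and those of Sox9 lie outside the gene, with folds up to 21.1.

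Genes of cartilage and of bone formation were nearest to AR regions more often than their locus lengths predict. In the cartilage list, 19 of 40 genes had a P6 region, where 12.4 would be predicted from locus length. The other members had none, among them Col2a1 and nearly all other collagen genes of the list. The call describes the list as a whole and does not mean that cartilage genes in general had a region. After Zbtb20, which is needed for the final maturation of growth plate cartilage, the strongest regions belonged to Trps1, a GATA-type repressor of chondrocyte differentiation, with 8 regions and folds of 28.8 and 27.4, then to Sox9 and Sox6. Zbtb20's strongest region lay in its intron 1 (chromosome 16, 42998811 to 42999463, with folds of 45.5 and 38.7). In the osteoblast list, 22 of 45 genes had a region, where 14.4 would be predicted. Its strongest were at Lrp5, a Wnt co-receptor that sets bone mass (intron 1, chromosome 19, 3681092 to 3681714, with folds of 36.2 and 28.5), and at Spp1, which encodes the bone matrix protein osteopontin (32.3 kb from a start, chromosome 5, 104402614 to 104402960, with folds of 28.4 and 27.0). Bmp2, an inducer of bone, followed with 18.3 and 22.3 at 421 kb, and Zfp521, a zinc finger regulator of osteoblasts, with 17.8 and 20.5. The odds ratio of holding a region was 2.73 for cartilage (95% confidence interval 1.29 to 5.79, adjusted p = 0.0255) and 2.50 for osteoblasts (1.28 to 4.89, adjusted p = 0.0249) in the model across genes (n = 21839). Both lists also passed with the peaks of either replicate alone. Neither passed when only regions within 50 kb of a start counted (odds ratios 2.02 and 1.97, adjusted p = 0.163 for each, n = 21839 genes) or under the quantile limits with at least 2 regions per gene (1.87, adjusted p = 0.423, and 2.44, adjusted p = 0.106). Under the quantile limits alone both passed (3.28 and 2.92, adjusted p = 0.00474 for each, n = 21839 genes).

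Extracellular matrix genes, remodelling enzymes and hormone-responsive genes also had AR regions more often than their locus lengths predict. Of 62 structural genes of the extracellular matrix, 40 had a P6 region, where 19.3 would be predicted. The strongest were at Fbn2, a microfibril protein of developing tissue (7 regions, 27.2 and 25.5 in its intron 17), at the collagen genes Col15a1 (6 regions, 21.9 and 21.5) and Col12a1 (7 regions, 23.2 and 20.4), and at the laminin gene Lama2 (11 regions, 34.1 and 19.7 in its intron 39). Of 50 genes of matrix remodelling enzymes, 28 had a region. They were led by the metalloproteinase Adamts20 (32.1 and 31.0), the serine protease Htra1 (32.1 and 29.9, in its intron 1) and the heparan sulfate sulfatases Sulf1 (24.0 and 30.6) and Sulf2 (21.5 and 19.0). Of 40 textbook genes responsive to androgen or glucocorticoid, 31 had a region, led by Zbtb16, Fkbp5, the kinase gene Sgk1 (intron 3, chromosome 10, 21993478 to 21993828, 41.4 and 43.4) and the transcription factor Klf9 (51.1 and 40.5). The odds ratio was 6.55 for the matrix list (3.55 to 12.1, adjusted p = 1.79e-08), 4.01 for remodelling enzymes (2.03 to 7.92, adjusted p = 0.000437) and 16.1 for responsive genes (6.72 to 38.5, adjusted p = 9.00e-09, n = 21839 genes in each model). Within 50 kb of a start these ratios were lower, at 4.20, 2.49 and 8.40, and the matrix list stood at 4.11 under the quantile limits. All 3 lists passed in every setting run, with remodelling enzymes within 50 kb nearest to the threshold (adjusted p = 0.0187, n = 21839 genes).

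Among signalling and connective tissue lists, BMP and TGF-beta signalling and fibroblasts passed the same test. In the BMP and TGF-beta list, 28 of 50 genes had a P6 region, led by the receptor gene Acvrl1 (1 region, 39.4 and 37.2), the ligand gene Gdf10 (9 regions, 39.4 and 36.5), the target gene Id2 (6 regions, 21.5 and 21.9) and Tgfb2. In the fibroblast and mesenchyme list, 24 of 35 genes had a region, led by the homeobox gene Prrx1 (6 regions, 29.5 and 32.8), the proteoglycan gene Dcn (7 regions, 26.0 and 19.3), the collagen gene Col6a1 (1 region, 17.9 and 17.8) and the nuclear factor I gene Nfib (13 regions, 17.9 and 17.5). The odds ratio was 2.75 for the BMP and TGF-beta list (1.44 to 5.23, adjusted p = 0.00835) and 3.55 for fibroblasts (1.61 to 7.84, adjusted p = 0.00835) in models of n = 21839 genes. The BMP and TGF-beta call was lost within 50 kb of a start (odds ratio 1.81, adjusted p = 0.163), under the quantile limits (1.74, adjusted p = 0.222), under those limits with at least 2 regions per gene (1.21, adjusted p = 0.862) and at the stricter peak threshold (2.03, adjusted p = 0.0774), each with n = 21839 genes. The fibroblast odds ratio rose to 7.63 with replicate 2 alone and to 14.9 with both replicates pooled, so its size is uncertain, and the call was lost under the quantile limits with at least 2 regions (2.58, adjusted p = 0.0829, n = 21839 genes). Counts per gene also depend on the rule that a region be found in both replicates. Of 100 genes with a region that were followed one by one, 32 had more than 1.5 times as many with the peaks of 1 replicate alone. Among them were Dcn with 14 (replicate 2) and Id2 with 13 and Col12a1 with 12 (replicate 1). Such a count can only stay or rise, because each replicate alone holds all shared regions, so the direction was fixed in advance.

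**Figure D3:**
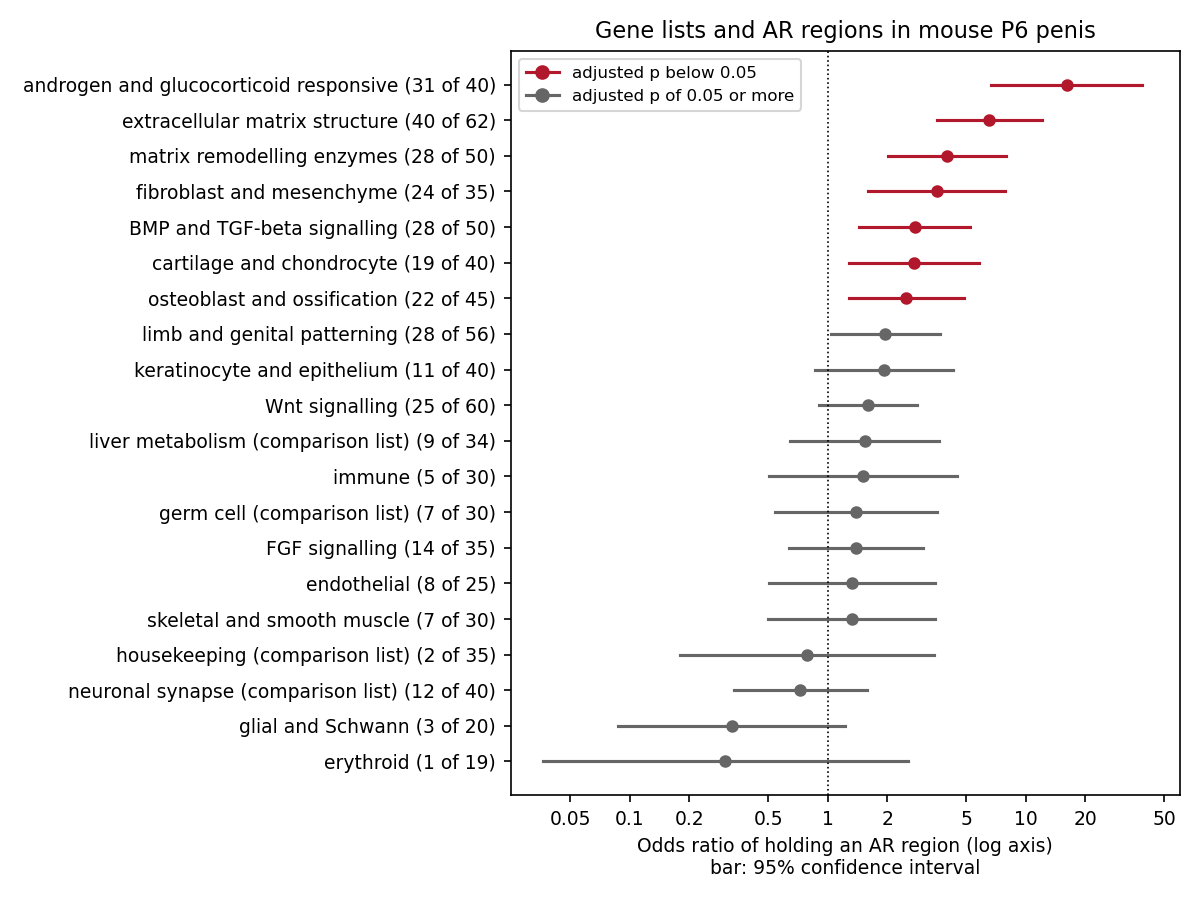
Odds ratio of holding at least 1 P6 region for the members of 20 gene lists against all other protein-coding genes, allowing for locus length (horizontal axis, log scale), with the number of members holding a region beside each name. Points are estimates and bars 95% confidence intervals, red where the adjusted p is below 0.05. The 7 lists in red run from 2.50 for osteoblasts to 16.1 for hormone-responsive genes.

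The other 13 lists did not pass the test at P6, although single members held strong regions. Limb and genital patterning came nearest, with 28 of 56 genes (odds ratio 1.96, adjusted p = 0.0977, n = 21839 genes), among them Eya1, a regulator of organ formation (39.4 and 33.6), and Prrx1. It lay at the 98.45 percentile of random lists matched on locus length, and passed when locus length was left out (4.17, Fisher's exact test, adjusted p = 8.92e-07), as did Wnt signalling (2.97, adjusted p = 0.000218) and FGF signalling (2.77, adjusted p = 0.00898). Wnt signalling had 25 of 60 genes (1.59, adjusted p = 0.195, n = 21839 genes), led by the receptor gene Ror2 (31.3 and 29.6) and Lrp5. It passed with the peaks of replicate 2 alone (2.13, adjusted p = 0.0252, n = 21839 genes), of replicate 1 alone (2.30, adjusted p = 0.0140) and of both pooled (2.53, adjusted p = 0.00579). Keratinocytes had 11 of 40 (1.93, adjusted p = 0.195, n = 21839 genes), led by the epithelial regulators Klf5 (26.0 and 24.8) and Trp63 (30.8 and 24.6), and passed with replicate 1 alone (3.45, adjusted p = 0.00311) and with both pooled (3.43, adjusted p = 0.00315). FGF signalling had 14 of 35 (1.39), led by Fgfr2 (19.5 and 17.1), and endothelial cells 8 of 25 (1.32), led by the vascular cadherin gene Cdh5 (22.8 and 20.4). Skeletal and smooth muscle had 7 of 30 (1.32), led by Mylk, the myosin light chain kinase (26.5 and 22.9), and immune cells 5 of 30 (1.503), led by Kit, a receptor of mast cells and other lineages (36.4 and 23.2). Glial cells had 3 of 20 (0.327), among them the adhesion molecule gene Ncam1 (26.4 and 30.3), and erythroid cells had 1 of 19 (0.304), the glycophorin gene Gypa. Lists meant as comparison gave 12 of 40 for neuronal synapse (0.726), 9 of 34 for liver metabolism (1.54), 7 of 30 for germ cells (1.39) and 2 of 35 for housekeeping (0.784). Adjusted p for the 10 lists from FGF signalling to housekeeping ranged from 0.195 to 0.747. Several of these odds ratios moved with the peaks of 1 replicate alone. Erythroid cells stood at 1.05 and housekeeping at 1.49 with replicate 2 alone, on the other side of 1, and glial cells and erythroid cells both stood at 0.534 with replicate 1 alone, where immune cells had 8 of 30 genes and still did not pass (adjusted p = 0.127, n = 21839 genes).

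Set directly against the neuronal synapse list in a model of n = 21839 genes, the matrix list had odds of holding an AR region 8.95 times as high (3.34 to 24.0, adjusted p = 0.000185) and the remodelling enzymes 5.48 times as high (1.96 to 15.3, adjusted p = 0.00845). Cartilage genes had odds 3.74 times those of neuronal synapse genes (1.27 to 10.98, adjusted p = 0.0512) and osteoblast genes 3.43 times (1.23 to 9.54, adjusted p = 0.0512), and neither difference passed after adjustment over the 14 pairs of lists (n = 21839 genes). Against fibroblast genes, cartilage genes stood at 0.769 (0.258 to 2.29, adjusted p = 0.686) and osteoblast genes at 0.648 (0.215 to 1.95, adjusted p = 0.618, n = 21839 genes). Against the matrix list, cartilage stood at 0.419 (0.159 to 1.10, adjusted p = 0.156) and osteoblasts at 0.348 (0.135 to 0.898, adjusted p = 0.0679, n = 21839 genes). Against keratinocyte genes, no list passed (n = 21839 genes), with the matrix list at 3.38 (adjusted p = 0.0512), remodelling enzymes at 2.07 (adjusted p = 0.285), cartilage at 1.41 (adjusted p = 0.682) and osteoblasts at 1.29 (adjusted p = 0.686). Nor did the matrix list at 2.09 (adjusted p = 0.285) or remodelling enzymes at 1.16 (adjusted p = 0.787) against fibroblast genes (n = 21839 genes). Members shared by both lists of a pair had a term of their own, and genes are not replicate samples, so these tests describe the P6 peak set. The pairs were not among the tests written before the data were examined. Of the comparison lists only neuronal synapse was used, which had the lowest odds ratio of them (0.726). Housekeeping (0.784), germ cells (1.39) and liver metabolism (1.54) were not set against any list.

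The summits of P6 regions carried the androgen response element, the palindrome AGAACANNNTGTTCT to which paired receptors bind. The paper states that this element and that of the glucocorticoid receptor are hard to tell apart. The palindrome therefore does not show which receptor was bound. Within 50 bp of the summit, 31.1% of regions (3023 of 9729; 30.2% to 32.0%, exact binomial interval) held the palindrome with at most 2 mismatches at its 12 fixed bases, against 0.776% of flanking windows 1000 bp away. In the paired test, 3005 regions held it at the summit and not upstream and 53 the reverse, and against downstream windows the counts were 2996 and 53 (exact McNemar test, p too small to print). The share rose with fold enrichment, from 18.2% in the lowest quartile of regions to 44.2% in the highest. Regions found in 1 replicate only held it in 17.8% of cases, against 0.846% of their flanks. A perfect palindrome stood at 135 regions. One of them was the control locus Fkbp5, where AGAACACCCTGTTCT lay 8 bp from the summit (chromosome 17, 28420321 to 28420335). Sgk1 held AGAACAGAATGTTCT, Lama2 AGAACACAGTGTTCT and Sulf1 AGAACATCTTGTTCT, while Zbtb20 and Fggy each held AGAACATTTTGTTCT. The strongest regions of Sox9, Runx2 and Ar had palindromes with 2 mismatches, those of Spp1 and Msx2 1 mismatch, and that of Sox6 had none closer than 5 mismatches.

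**Figure D4:**
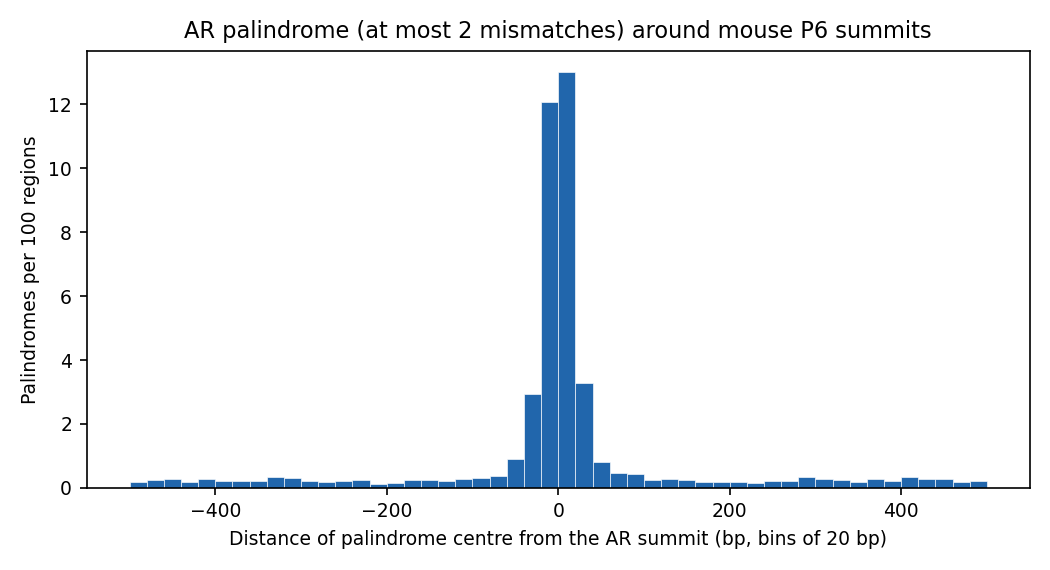
Palindromes with at most 2 mismatches per 100 P6 regions (vertical axis) by distance of the palindrome's centre from the AR summit (horizontal axis, bp, bins of 20 bp). Counts reach 13.03 per 100 regions beside the summit and average 0.248 beyond 400 bp.

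Of all 6-mers, those that hold most of an arm of the palindrome were the most enriched at P6 summits. GGAACA was present in 31.6% of summit windows and 6.00% of flanks, a ratio of 5.26, and AGAACA in 39.1% and 9.36%, a ratio of 4.18. Of 2080 6-mers tested, 512 were more frequent at summits and 643 less frequent (Fisher's exact test, Benjamini-Hochberg). These tests did not use the pairing of each summit with its flanks. They did not allow for repeats either, and 54.9% of flank windows held a repeat-masked base against 38.4% of summit windows. Once the best palindrome of each window was masked, arm sequences still led, with GGAACA at a ratio of 3.37 and AGAACA at 2.86. Besides them TGCCAA, the sequence recognised by nuclear factor I proteins, stood at 11.2% against 4.31% of flanks, a ratio of 2.60 (Fisher's exact test, adjusted p = 1.47e-100). CTTGGC, which overlaps the same recognition sequence, stood at 10.5% against 4.38%. Upstream against downstream flanks differed for 2 of the 2080 6-mers.

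Most P6 regions lay outside genes or in introns, and promoters held few. Of the 9729 regions, 53.7% lay between protein-coding genes, 40.8% in introns, 2.60% in exons and 2.97% within 1 kb of a protein-coding start. Random positions on the same chromosomes gave 58.4% between genes (56.5% to 60.2% over 1000 placements), 36.0% in introns (34.3% to 37.6%), 3.16% in exons (2.54% to 3.72%) and 2.51% within 1 kb of a start (1.95% to 3.03%). The intron share was above all 1000 placements and the share between genes below all of them, whereas the promoter and exon shares were within their range. Random positions avoided assembly gaps only, while the authors kept uniquely aligned reads. The placements were therefore not matched to where a peak could be called, and they cannot settle why the shares differ. Regions also clustered, with 29.5% of them within 10 kb of another region against a mean of 7.67% and at most 9.23% in random placements. At Fkbp5, for instance, 4 regions lay upstream of the gene and 11 in its introns. The median region lay 53186 bp from the nearest start.

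The P13 mouse library was made for a comparison of ages within the mouse. Its list held 3893 peaks, and by position the strongest lay on chromosome 9 at 48545290 to 48545929 with a fold of 44.5. Next were chromosome 19 at 23131154 to 23131629 (32.7), chromosome 4 at 105872403 to 105872793 (30.7), chromosome 5 at 22365458 to 22365774 (26.6) and chromosome 16 at 93072192 to 93072607 (25.6). These positions are in the coordinates of the P13 file and must not be read in GRCm38. The labels name mm10, but 26 P13 peaks end beyond the GRCm38 ends of 5 chromosomes and some lie on contigs that GRCm38 does not have, whereas no P6 peak does. Neither genes nor sequences could therefore be assigned to P13 peaks, and overlap with P6 regions was not counted as a result.

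The P2 rat library was made for a comparison between species. It held 19633 peaks in 18009 intervals. The strongest lay on rat chromosome 1 at 240518134 to 240518447 with a fold of 58.9, followed by chromosome 10 at 88559323 to 88560065 (57.8), chromosome 20 at 45835241 to 45836324 (56.4), chromosome 6 at 26401400 to 26401736 (56.1) and chromosome 8 at 49077595 to 49078278 (56.0). Positions are in the rat assembly of the file, which the paper's methods give as Rn7. No sequence or annotation of that assembly was at hand, so rat peaks were not assigned to genes and genes shared with the mouse were not counted.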

Values the study reported

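The study reported 9,681 AR peaks over both P6 mouse replicates, and 4,604 of 24,001 protein-coding genes with at least 1 of them. It found 12 enriched gene ontology terms of bone and cartilage formation at P6, and counted 616 peaks near genes of such functions. After it dropped peaks farther than 113,635 bp from a gene or with a score below 181, the quantile limits of its own set, 5,476 peaks were left. Requiring more than 1 peak per gene left 3,757. At P13 the study reported 3,893 peaks, with 8 of the 12 terms enriched, and in P2 rats 9 of the 12.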

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

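The counts in this part were chosen for a closer look only after the peak lists had been seen, and no test was run on them. P6 replicate 1 held 14 peaks on JH584304, an unplaced contig left out of the comparisons with genes and sequences. Their folds were at most 1.49, and replicate 2 held no peak there. The unlocalised contigs of chromosome 4 held 7 peaks in P6 replicate 1 and 7 in replicate 2, with folds up to 10.97 and 13.5.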

How the results depend on the processing

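The palindrome at regions of 1 replicate, the masked 6-mers, the stricter threshold for gene counts and lists, gene counts from the union or without each replicate, the intron share and the counts of named genes were chosen after seeing the data. The palindrome share stayed above its background in every setting run, from 1.39% with no mismatch and 9.38% with at most 1 to 61.3% with at most 3, and from 27.2% to 28.3% with 1 replicate alone. The share of replicate 1 intervals matched by replicate 2 ranged from 67.2% to 72.0% over the overlap rules and the stricter threshold in both lists. The share of replicate 2 intervals overlapped by replicate 1 was 80.7% and was not followed under these settings. The intron share ranged from 40.6% to 41.2%. The strict threshold left 2377 P13 peaks, and the union of both replicates held 15900 P6 regions. Genes with a region fell to 1199 under both quantile limits with at least 2 regions per gene. The P6 regions numbered 12088 to 13547 with 1 replicate alone, and genes with a region 4783 to 5075. Of the 20 lists, 4 passed within 50 kb and 3 under the limits with at least 2 regions, against 6 to 10 elsewhere. Cartilage had odds ratios of 2.02 and 1.87 in these settings and osteoblasts 1.97 and 2.44, no longer past the threshold. Within 50 kb, 3054 genes held a region, and under the quantile limits alone, where both lists passed, 3274 did. The share of regions near a start lay within the random range both at 1 kb (2.97%) and at 5 kb (9.48%, random 9.29% to 11.4%). Only its side of the random mean changed, from above at 1 kb to below at 5 kb. With all annotated genes the share passed the random range (6.98%, against at most 6.88%). The cause was not tested. Of 178 list settings, 152 kept direction and side of the threshold, 9 lost the call, 9 gained it, and 8 crossed an odds ratio of 1 with no call on either side. No called list changed direction. Erythroid and immune lists gave no value under the limits with at least 2 regions, since no member had one. Of 100 genes with a region followed one by one, 21 had none within 50 kb. The planned overlap of P13 with P6 regions, and genes shared by rat and mouse, were not run under any setting, and only the coincidence of positions with and without a shift was computed for P13. No paired analysis was possible because inputs have no values and no result compares groups of samples. Peak counts were not scaled by depth, which limits their comparison between libraries.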

Other observations

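In this part, most tests were chosen only after the result was seen. The exceptions were the comparison at the same fold enrichment and, for CACCTG, the windows without repeats and the 6-mers made of the same bases. These were set out before their values were known. The nuclear factor I sequence TGCCAA was more frequent than in flanks at P6 summits both with and without the AR palindrome. It stood at 13.7% of summits without the palindrome, 2.62 times the flanks (2.39 to 2.88), and at 11.3% of summits with it, 2.39 times the flanks (2.06 to 2.78). From the lowest to the highest quartile of fold enrichment the ratio was 2.86, 2.46, 2.25 and 2.69. In windows without repeat-masked bases it was 2.14 (1.93 to 2.38), lower than the 2.55 (2.36 to 2.76) of all windows. The full paired site TTGGCNNNNNGCCAA, with at most 1 mismatch, stood at 0.689% of summits and 0.195% of flanks, a ratio of 3.53 (2.37 to 5.25, Fisher's exact test, p = 2.22e-10). Nfib, which encodes one of these factors, was itself nearest to 13 P6 regions, 5 of them within 50 kb of a start. Its locus of 804.2 kb is long, and counts rise with locus length, so this count does not tie the gene to the sequence. In regions of replicate 1 only and of replicate 2 only, TGCCAA stood at 2.59 and 2.44 times the flanks.

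Regions found in 1 P6 replicate differed in sequence by replicate. Of 2080 6-mers, 28 differed between replicate 1 only and replicate 2 only regions, 16 higher in the former and 12 in the latter. GATTTA stood at 5.56% of replicate 1 only and 10.0% of replicate 2 only regions (Fisher's exact test, adjusted p = 2.18e-07), and ATAAAT at 9.09% and 14.3% (adjusted p = 3.36e-07). GGGGAC, which has more G and C, stood at 6.29% and 3.10% (exact test, adjusted p = 1.02e-05). The lower quartile of score over the shared P6 regions, each with the higher score of its replicates, was 106. The study took its limit over its own peak set, so the values are not like for like.

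P13 and P6 peak positions rarely coincided as deposited, with 102 of 3653 P13 intervals (2.79%) within 100 bp of a P6 summit. Different binding at the ages with both lists on 1 assembly is excluded as the whole cause, because 26 P13 peaks end beyond GRCm38 chromosome ends. An earlier assembly for P13 is a candidate explanation, and what it would give was written down only after the result was seen. The best single shift per chromosome brought 1079 intervals (29.5%) to a P6 summit, against at most 145 in 100 random rotations. By the same procedure, the 3653 strongest P6 replicate 2 intervals, as many per chromosome as at P13, went only from 3560 to 3563 near a replicate 1 summit. How far binding differs with age stays open, and 29.5% is not a measure of shared binding, because 1 shift cannot follow a chromosome in which several gaps were resized.

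A second pattern is the 6165 P6 regions found in 1 replicate only. Peaks called at positions unrelated to the palindrome are excluded as the whole cause. Of the 6149 regions on assembled chromosomes, 17.8% (16.9% to 18.8%) held the palindrome against 0.846% of flanks. Peaks where AR was not bound cannot be excluded this way, because the palindrome does not show which receptor was bound. Against shared regions weighted to the same fold enrichment (22.0% and 21.9% with the palindrome), regions of replicate 1 only and of replicate 2 only differed by -4.23 points (-6.06 to -2.59) and -4.03 points (-5.95 to -2.08). The prediction set out beforehand would have read this against binding near the peak caller's threshold in both replicates, but it was wrong by design, because regions missing from the other list are weaker over both libraries than shared regions of equal fold, and the share is lower where fold is lower. Binding near the threshold therefore stays open, and peaks without AR may remain. No biological explanation was tested because no label sets the replicates apart.

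Another pattern is CACCTG, the E-box bound by Snail and Zeb repressors, at 1.71% of P6 summits against 6.06% of flanks (ratio 0.281, 0.240 to 0.330), beside AGGTAG (0.267) and TATATA (0.266). Base composition is excluded as the whole cause by the 119 other 6-mers made of the same bases, whose ratios had a median of 1.01 and a lower quartile of 0.825, with none below 0.418. Repeats are excluded as the whole cause by windows without repeat-masked bases, where the CACCTG ratio was 0.287 (0.235 to 0.350). Loss from the replicate 1 library alone is excluded by regions of replicate 2 only, with 0.496 (0.381 to 0.647). That ratio was nearer to 1 than the 0.203 (0.151 to 0.274) of replicate 1 only regions, and the 6-mer's share differed between them (2.81% and 1.24%, Fisher's exact test, adjusted p = 0.00438), so a part that depends on the library, or loss in both libraries, may remain, and the pattern is not called biological.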
